A study of Mus musculus with 20 samples.

How the data were processed

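The study measured poly(A) RNA of whole mouse kidney by bulk RNA sequencing. Per the labels, 8-week-old male C57BL/6J mice, an inbred laboratory strain, were dosed once a day for 6 days and killed on day 7. The labels describe 20 samples in 4 groups of 5: a control group that received phosphate-buffered saline (PBS), a normal and a toxic lot of the dietary supplement Choleste-Help, and puberulic acid at 1 mg per day. Puberulic acid is a tropolone compound made by some Penicillium moulds. The labels give the route as oral in one place and as gavage or injection into the peritoneum in another, so the route of each animal is not stated here.

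The deposited values are estimated counts per gene, which are not whole numbers. Per the labels, libraries were made with poly(A) selection and a strand-specific kit. Neither the labels nor the file names an aligner, a counting program, a genome build or an annotation, and no normalization is stated. The table has 55822 genes, listed by Ensembl mouse gene identifiers with version suffixes, which were removed for matching. A gene symbol was found for 51344 of the identifiers, which hold 99.3% of the counts, and 30782 genes had at least 1 count in the samples used. Because the build is not stated, no genomic coordinates are given.

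Columns were assigned to samples by name. The names of 10 columns were matched to the control and the puberulic acid samples by inference, since no name spells out its group. A mark read as no compound was taken as control, and the letters pa as the initials of puberulic acid. The replicate number in each name gave the replicate. The names of the other 10 sample columns do not show which of the 2 supplement lots they hold, so those 10 columns were not used in any step. As a result the comparisons of the normal lot and the toxic lot with control, of the lots with each other and of puberulic acid with the toxic lot, the overlap of the compound's genes with those of the toxic lot, and both signature scores, all planned before the data were examined, are not analysed here. The puberulic acid against control comparison was analysed as planned, except that corrections planned over 5 comparisons cover this 1 comparison.

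Estimated counts were rounded to whole numbers. Genes were kept with filterByExpr, libraries were scaled with trimmed mean of M-values (TMM) factors, and differential expression was tested with the quasi-likelihood test (glmQLFit and glmQLFTest, robust off) of edgeR 4.0.16 with limma 3.58.1 in R 4.3.3. Only the 5 control and 5 puberulic acid samples entered the fit. Benjamini-Hochberg adjustment covered all 16266 genes tested, and genes with an adjusted p-value under 0.05 were called. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the F statistic. CPM values in the text are counts scaled by the TMM-corrected library sizes, and total-count scaling uses the summed counts of the genes kept, with no factor. On 5 simulated tables drawn from the control means, with 200 genes changed in each and 15089 to 15151 genes tested, 91.3% of the changed genes were recovered with the right sign, and 5.68% of the calls were unchanged genes. The simulated changes were balanced in direction and placed only in well counted genes, with the dispersions of the controls in both groups. In the data 10622 of the 16266 genes tested were called, so these rates do not carry over to them.

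Total estimated counts ran from 18409940 to 24705953 per sample. A floor of 3 counts corresponds to 0.158 to 0.195 CPM in the control libraries and 0.0964 to 0.128 CPM in the puberulic acid libraries. This floor covers counting error only, since the reads carry no stated molecular identifiers. A fold against a group whose libraries were all at or under 3 counts was computed against the floor and is given as a lower bound.

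The genes to be named were fixed by a rule written before the data were examined. The 5 genes with the largest log2 fold change in each direction were taken among called genes with a mean of at least 1 CPM and no overlap between the ranges of the 2 groups. Unnamed gene models, clones and pseudogenes were counted and not named. Some further genes were fixed beforehand to be reported whatever their values, and 2 of these are not reported here. The score of each of 15 gene lists, also written beforehand, was the mean of log2(CPM + 1) over its genes. Scores were compared with exact two-sided permutation tests over all 252 assignments of 5 against 5, whose smallest p-value is 0.00794, with adjustment over the 15 lists. Whole profiles were compared with the pseudo-F of a permutational analysis of variance on Euclidean distances of log2(CPM + 1) over the genes tested, one-sided, over all 126 splits of the samples. Counts of detected genes, shares of counts and totals were compared with the same exact permutation test as the lists. numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

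Alternatives fixed before the data were examined were size factors by the median of ratios (RLE), upper-quartile scaling, no filter, a filter of 1 CPM in at least 5 samples, DESeq2 1.42.0, a robust fit, leaving out the mitochondrially encoded and the 10 most abundant genes, an added fold threshold, the replicate number as a block, and leaving out each sample in turn. For the scores and profiles they were a pseudocount of 0.1, RLE and total-count scaling, the list median, list genes of at least 1 CPM, and the 500 most variable genes. The joint fit of all 4 groups was not run because it needs the unused columns. Scaling to total counts in the differential expression fit, with and without the mitochondrially encoded and 10 most abundant genes, unrounded counts, offsets for GC content and length (loess, span 0.3), that correction together with the block, thinning to the smallest total, and all alternatives for detected genes and abundance shares were chosen after seeing the data. GC content and length came from the longest transcript of each gene in a GENCODE annotation and covered 98.0% of the genes tested. The order of genes along chromosomes was taken from the GRCm38.p6 annotation, only to find neighbours.

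The replicate numbers in the sample titles run from 1 to 5 in each group, and these are the numbers used in the fits with a block. No sequencing or library batch is given in the labels. Replicates within each group were checked for repeated libraries with a chi-square of counts, which ran from 12.7 to 89.7 per degree of freedom, so all 10 samples were counted separately.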

Results

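Kidney transcriptomes were compared between mice given puberulic acid and mice given PBS, with 5 animals in each group. The comparison asks which kidney transcripts change after 6 daily doses of the compound. Total estimated counts in control replicates 1 to 5 were 21205992, 22725111, 18558047, 19021989 and 18409940. In puberulic acid replicates 1 to 5 they were 22967595, 19897614, 20040954, 21073040 and 24705953. The totals did not differ between the groups beyond the spread of the animals (exact two-sided permutation p = 0.206), with a mean of 19984216 ± 1900225 (SD, n = 5) in controls and 21737031 ± 2063359 (SD, n = 5) with puberulic acid.

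The composition of the libraries differed. At least 1 count was found for 20823 ± 138 genes (SD, n = 5) in controls and for 24298 ± 308 genes (SD, n = 5) with puberulic acid (exact two-sided permutation p = 0.00794, the smallest this design allows). The difference of 3475 genes became 3241 when all libraries were thinned to the smallest total and 2004 when at least 10 counts were required. TMM-corrected library sizes ran from 15400199 to 18965759 in controls and from 23476124 to 31120446 with puberulic acid. This count was not thinned to those sizes, so effective depth may account for part of the difference. The 10 most abundant genes took 23.1% ± 1.11 of the counts (SD, n = 5) in controls and 14.9% ± 1.29 (SD, n = 5) with puberulic acid (exact two-sided permutation p = 0.00794). That share fell by 8.15 percentage points, and it fell by 2.36 points when mitochondrially encoded genes were left out. Transcripts of the mitochondrial genome took 18.8% to 22.2% of the counts in the controls and 10.5% to 13.8% in the puberulic acid samples.

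Whole profiles separated by group. The group explained 79.05% of the variance in log2(CPM + 1) over the 16266 genes tested, with a pseudo-F of 30.2, and no other of the 126 splits of the 10 samples reached it (exact one-sided permutation p = 0.00794). Restricting the profiles to the 500 most variable genes moved the pseudo-F most, to 66.9. The first principal component held 81.3% of the variance. On it the controls lay between -72.8 and -61.1, puberulic acid replicates 2 to 5 between 71.0 and 81.5, and puberulic acid replicate 1 at 36.3. The second component, with 5.58% of the variance, placed control replicate 1 at -45.4 and all other samples between -12.1 and 24.2.

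**Figure D1:**
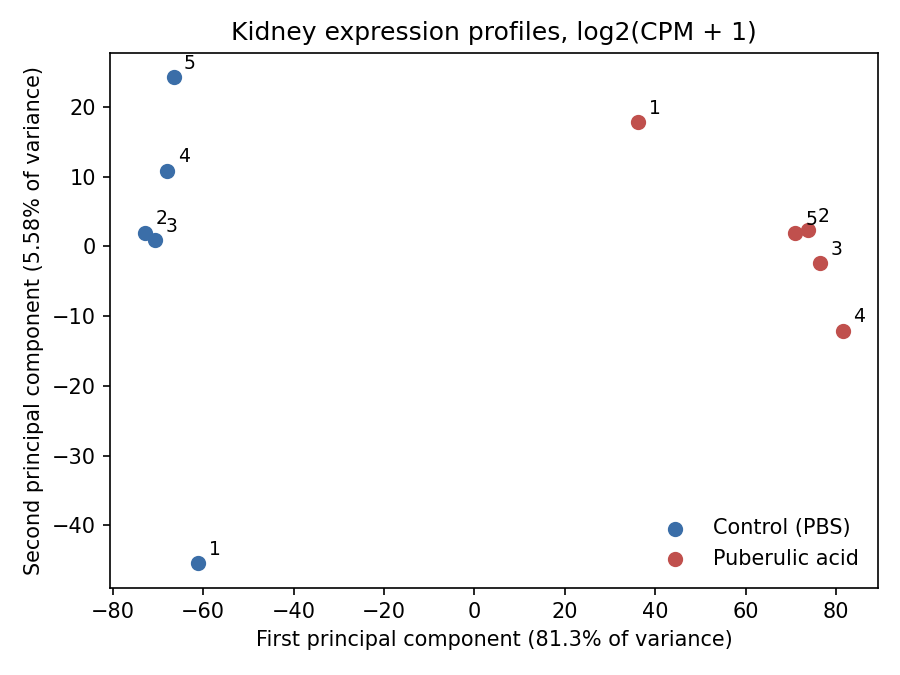
Principal components of log2(CPM + 1) over the tested genes, with 1 point per animal and the replicate number beside it; axes give component scores. Controls lie at or below -61.1 on the first component and puberulic acid samples at or above 36.3, and control replicate 1 lies at -45.4 on the second.

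Differential expression was called for 10622 of the 16266 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 5564 were higher and 5058 were lower with puberulic acid, so that 52.4% of the calls were higher. The direction of the calls depended on scaling. With libraries scaled to total counts in place of TMM factors, 11705 genes were called, 9179 higher and 2526 lower, or 78.4% higher. The median log2 fold change of all tested genes was 0.05 with TMM factors and 0.56 with total counts, and 163 genes were called in opposite directions by the 2 scalings. Changes below are relative to the TMM scaling. Among the called genes, 3048 were at least 2-fold higher and 2216 at least 2-fold lower, while 465 were at least 16-fold higher and 55 at least 16-fold lower. The CPM ranges of the 2 groups did not overlap for 8149 of the tested genes, where chance gives 0.794% of genes. The rule for naming genes was met by 3809 higher genes, 414 of them unnamed models or clones, and by 3788 lower genes, 353 of them unnamed.

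The 5 named genes with the largest fitted log2 fold changes, from 12.92 for Crct1 to 11.51 for Sprr2h, had 0 counts in all 5 control libraries. The order rests on these fitted values, which have no control counts behind them. The lower bounds given here cannot rank these genes above genes with control counts, such as Krt20 at 1990-fold. Crct1 (ENSMUSG00000027913) reached 45.4 ± 11.6 CPM (SD, n = 5) with puberulic acid, at least 251-fold higher than the control floor (adjusted p = 2.03e-07). Cnga3 (ENSMUSG00000026114) reached 21.3 ± 3.08 CPM (SD, n = 5), at least 118-fold higher (adjusted p = 7.08e-08). Nppb (ENSMUSG00000029019) reached 20.9 ± 7.65 CPM (SD, n = 5), at least 116-fold higher (adjusted p = 2.33e-06). Sprr1b (ENSMUSG00000048455) reached 18.5 ± 3.44 CPM (SD, n = 5), at least 102-fold higher. Sprr2h (ENSMUSG00000046259) reached 17.1 ± 3.65 CPM (SD, n = 5), at least 95-fold higher. The Sprr genes form a family of similar copies, and how reads shared among copies were divided is not stated, so the values of single members are uncertain.

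The 5 named genes with the largest decreases were Slc22a8, Slc34a1, Miox, Car14 and Slc22a22. Slc22a8 (ENSMUSG00000063796) went from 571.4 ± 121.3 CPM (SD, n = 5) to 5.25 ± 3.01 CPM (SD, n = 5), a log2 fold change of -6.76 ± 0.37 (SE, adjusted p = 4.09e-08). Slc34a1 (ENSMUSG00000021490), a phosphate transporter gene, went from 4803 ± 914 CPM (SD, n = 5) to 117 ± 114 CPM (SD, n = 5), a log2 fold change of -5.36 ± 0.55 (SE, adjusted p = 4.86e-06). The SD with puberulic acid was nearly as large as the mean because replicate 1 had 319 CPM and the other 4 had 51.2 to 85.4 CPM. Miox fell from 2183 ± 591 to 53.4 ± 31.8 CPM (SD, n = 5 in each group), with a log2 fold change of -5.35. Car14 fell from 108.4 ± 33.8 to 2.82 ± 3.73 CPM (SD, n = 5 in each group), with a log2 fold change of -5.25. In the fit without puberulic acid replicate 1, the log2 fold change was -6.545 for Car14 and -6.199 for Slc34a1. Slc22a22 had a log2 fold change of -5.22, from 120.3 ± 28.6 to 3.19 ± 2.21 CPM (SD, n = 5 in each group). These 10 genes kept their direction and an adjusted p-value under 0.05 in every alternative that tested them.

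Of the genes fixed in advance, 6 mark kidney injury, and all 6 were higher. Havcr1 (ENSMUSG00000040405), which encodes kidney injury molecule KIM-1, rose from 1.99 ± 0.37 to 1219 ± 114 CPM (SD, n = 5 in each group), a log2 fold change of 9.26 ± 0.16 (SE, adjusted p = 1.53e-11). Krt20 rose from 0.200 ± 0.080 to 414.9 ± 92.6 CPM (SD, n = 5 in each group), a log2 fold change of 10.96 ± 0.28 (SE, adjusted p = 3.15e-10), from control counts of 1 to 5 per library. Lcn2 rose from 2.77 ± 0.70 to 456.5 ± 282.2 CPM (SD, n = 5 in each group), a log2 fold change of 7.36 ± 0.55 (SE, adjusted p = 4.37e-07). The log2 fold changes of Cdkn1a, Spp1 and Clu were 6.22 ± 0.23, 4.48 ± 0.21 and 2.69 ± 0.29 (SE), with adjusted p-values of 3.36e-09, 1.67e-08 and 6.26e-06.

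Sqle, a cholesterol synthesis gene that was also fixed in advance, was at 62.8 ± 18.7 CPM in controls and 74.5 ± 7.30 CPM with puberulic acid (SD, n = 5 in each group), a difference within the spread of the animals (log2 fold change 0.24 ± 0.17, SE, adjusted p = 0.228). Scaling to total counts gave it a log2 fold change of 0.76 (adjusted p = 0.0018), and the fit without control replicate 1 gave 0.42 (adjusted p = 0.0121). That scaling moved the median gene to 0.56. Over the alternatives other than the fold threshold, its adjusted p-values ran from 0.0018 to 0.493.

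**Figure D2:**
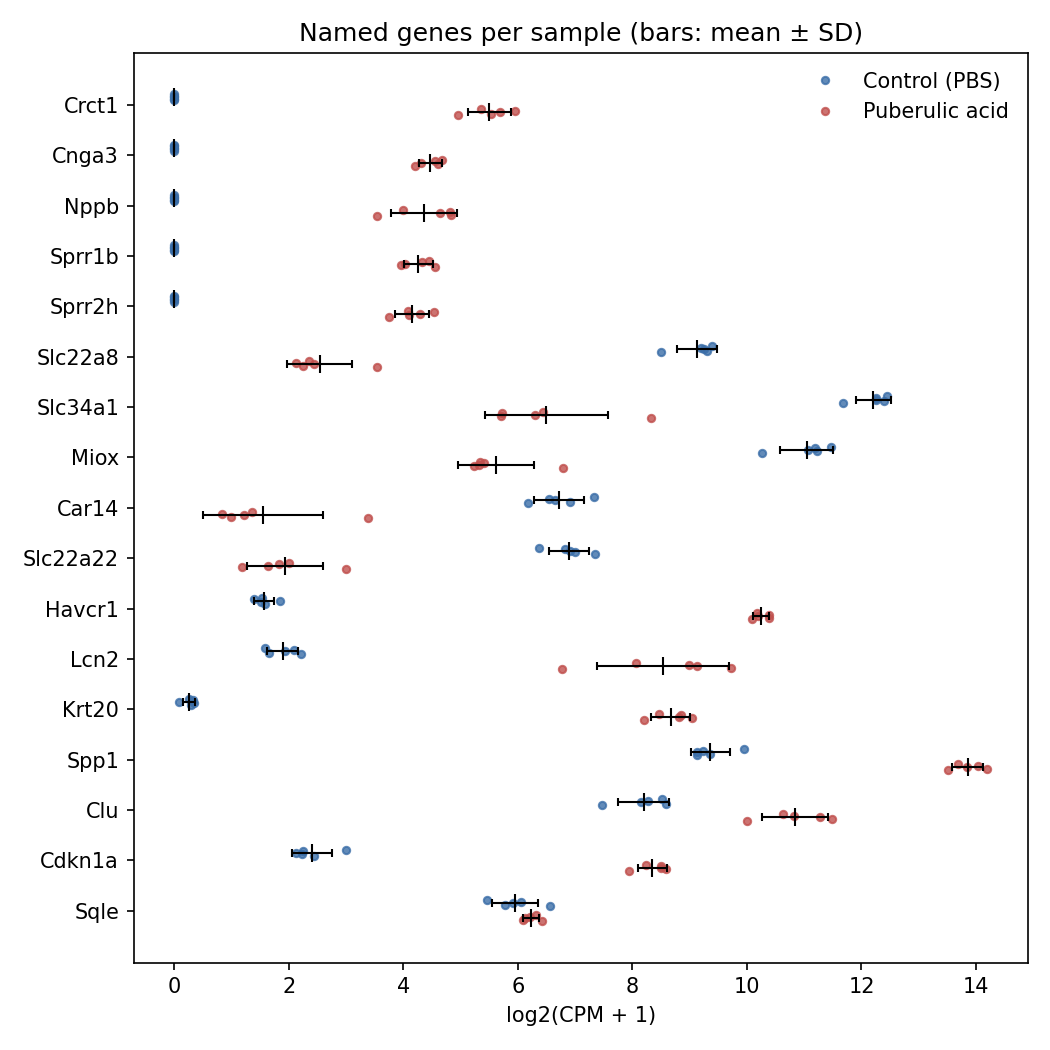
Expression of each named gene in each animal as log2(CPM + 1), with controls in blue, puberulic acid samples in red, and black bars for the mean ± SD of 5 animals. Crct1, Cnga3, Nppb, Sprr1b and Sprr2h are at 0 in all controls, and the points of Sqle overlap between the groups.

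The scores of 13 of the 15 gene lists differed between the groups with an adjusted p-value under 0.05. Each of the 13 had an exact two-sided permutation p of 0.00794, the smallest possible, and an adjusted p of 0.00916. In each of them all 5 puberulic acid animals lay outside the range of the controls. The kidney injury list rose most, by 4.23 on the log2(CPM + 1) scale, from 3.53 ± 0.10 to 7.76 ± 0.29 (SD, n = 5 in each group), and all 20 of its genes were called higher. Proliferation genes rose by 2.71 (22 of 22 genes higher), fibrosis and matrix genes by 2.62 (15 of 16) and inflammation genes by 2.46 (18 of 19 tested). Targets of p53 rose by 1.73 (17 of 20 higher, 1 lower) and genes of the integrated stress response by 1.25 (14 of 18 tested higher, 2 lower). Targets of NRF2 rose by 1.17 (12 of 17 tested higher).

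Proximal tubule genes fell most. Their score went from 9.97 ± 0.13 to 6.49 ± 0.53 (SD, n = 5 in each group), a difference of -3.48, and 23 of 24 genes were called lower. Fatty acid oxidation genes changed by -1.79 (19 of 20 lower), mitochondrially encoded genes by -1.27 (13 of 13), genes of the loop, distal tubule and collecting duct by -1.16 (12 of 16) and nuclear genes of oxidative phosphorylation by -0.95 (37 of 37). Each of these kept its direction when scaled to total counts, which moved the median tested gene from 0.04 to 0.46 on this scale. The cholesterol synthesis list changed by -0.45, with 10 genes lower and 4 higher, but its score differed by 0.04 with total-count scaling (exact permutation, adjusted p = 0.603). Over its other alternatives without a replicate block, the adjusted exact permutation p of this list ran from 0.00916 to 0.0183. The glycolysis list differed by 0.08 (exact permutation, adjusted p = 0.238) and the podocyte and endothelium list by -0.17 (exact permutation, adjusted p = 0.603), both within the spread of the animals. The glycolysis result depended on the setting. It differed by 0.57 with total-count scaling (exact permutation, adjusted p = 0.00992) and by 0.33 with the list median (exact permutation, adjusted p = 0.0425). Single genes of both lists did change: 5 of the 17 glycolysis genes were called higher and 8 lower, and 1 of the 12 podocyte and endothelium genes was called higher and 3 lower. Adjusting over the genes of each list alone in place of all tested genes changed the number called by at most 1 gene per list. With the list alone, 20 in place of 19 fatty acid oxidation genes, 19 in place of 18 p53 targets, 19 in place of 18 inflammation genes and 3 in place of 4 podocyte and endothelium genes were called.

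**Figure D3:**
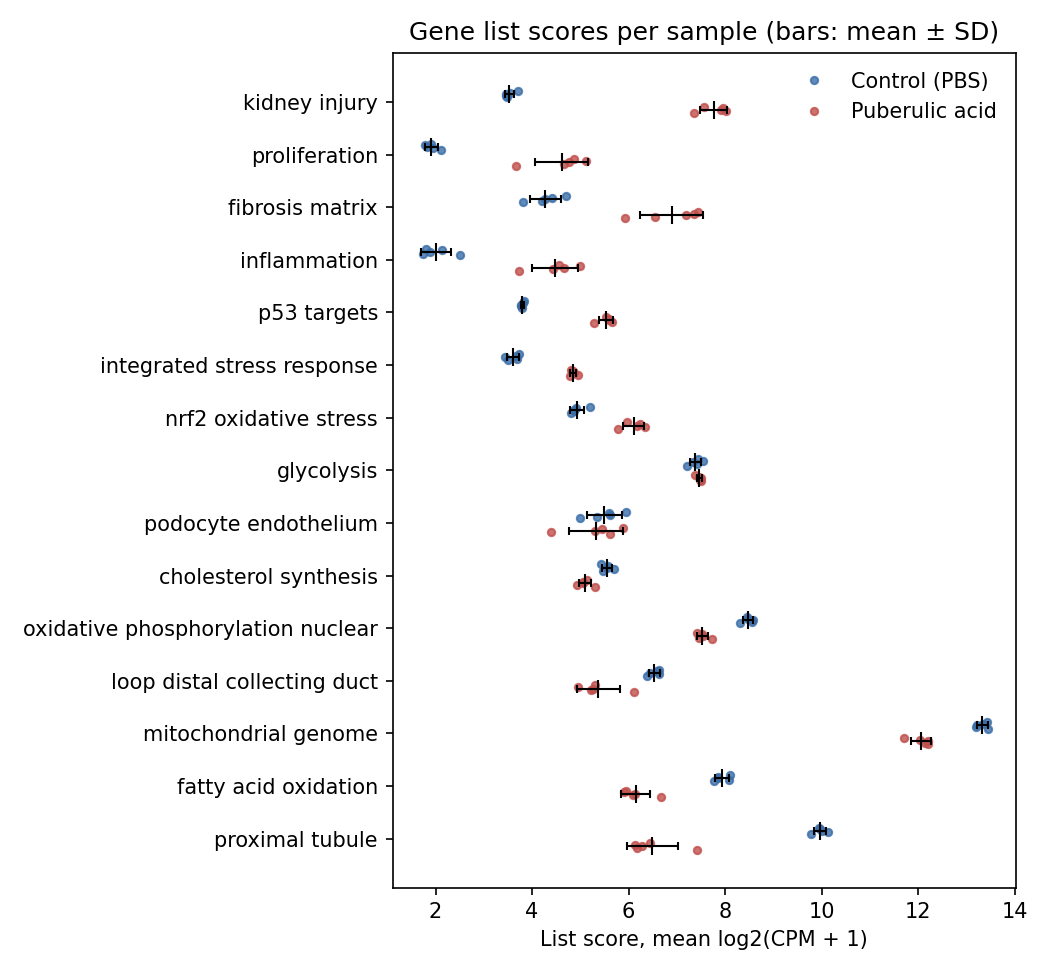
Score of each gene list, the mean log2(CPM + 1) of its genes, in each animal, with controls in blue, puberulic acid samples in red, and black bars for the mean ± SD of 5 animals. The groups are farthest apart for kidney injury genes (3.53 and 7.76) and overlap for the glycolysis and the podocyte and endothelium lists.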

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

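The tests of depth and of mixture with puberulic acid RNA in this part were chosen after the results they bear on had been seen. Each value per sample reported above was searched, within each group of 5, for a sample whose gap to its nearest neighbour exceeded 0.71 of the range of the group. Of 71 groups of values, 12 held such a sample, where chance gives about 3.6 if the values were independent, which values of related genes are not.

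Of these 12, 6 concern puberulic acid replicate 1, which lay on the control side of its group each time. Its score was 36.3 on the first principal component, with a gap of 0.769 of the range. It had the highest proximal tubule score (0.766) and the highest Miox (0.893), Car14 (0.79), Slc22a8 (0.769) and Slc34a1 (0.722) levels of the 5 animals. Low depth was weighed first. The total count of replicate 1 was the fourth from the lowest of the 5 (rank 4), so depth is not the cause. A mixture with control RNA was tested with the genes that differed at least 4-fold between the other 4 samples and the controls. A mixture would give the same share of puberulic acid RNA for genes that rose and genes that fell. The median shares were 0.49 over 741 genes that rose and 0.884 over 516 that fell, a difference of 0.394, where 0.1 was set as the limit for a mixture. Among replicates 2 to 5, each set against the other 3, the difference ran from -0.127 to 0.138, so the limit was narrower than the spread between animals, but 0.394 lies outside that spread too. A second criterion did not help to decide. In replicate 1, 10.9% of the genes that rose were higher still, above the 5% allowed for a mixture but below the 31.4% to 70.5% of replicates 2 to 5. The difference in shares goes against a simple mixture. A remaining hypothesis is that this animal may have had a milder or less advanced response. The labels give no injury score, blood value or route per animal against which that could be tested.

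In puberulic acid replicate 5 the mitochondrial share of the counts was the lowest of its group, at 10.5% (gap 0.806 of the range), and so was the share of the 10 most abundant genes, at 12.6% (gap 0.835). These 2 may be a single event: with mitochondrially encoded genes left out, the gap of replicate 5 in the share of the 10 most abundant genes was 0.21 of the range, under the 0.71 limit. The total of this library was the highest of the 5 (rank 5 from the lowest), so low depth is not the cause. Why its mitochondrial share was low was not tested, and no biological explanation was tested.

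Control replicate 1 had the lowest Slc22a8 (gap 0.775) and the lowest Slc34a1 (gap 0.734) of the controls, at 362.1 and 3273 CPM against means of 571.4 and 4803 CPM in the group. A mixture with puberulic acid RNA, or a swapped label, would bring in transcripts that are otherwise silent in controls. Of the 46 genes at or under 3 counts in the other 4 controls and at 100 counts or more in all puberulic acid samples, 97.8% were at or under 3 counts in control replicate 1, and their median level there was 0% of the puberulic acid mean, where 5% was taken as the limit. This explanation can be set aside. The same animal also differs in other genes, which are described under the other observations.

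Control replicate 5 had the highest Spp1 of the controls (992.6 CPM, gap 0.733) and the highest score of the NRF2 target list (gap 0.76). The same test for a mixture with puberulic acid RNA gave a median of 0% over 47 genes. Scaling of the libraries was tested with CPM on total counts, where the Spp1 gap was 0.722 of the range, still above the limit, and the gap of the list was 0.704, just under it. The list result may therefore depend on the scaling, and the Spp1 result was close to the limit in both scalings. This animal was also the highest control for the kidney injury score (3.70 against 3.46 to 3.54), the p53 target score (3.84 against 3.78 to 3.81) and Cdkn1a (7.01 against 3.37 to 4.39 CPM), but the lowest for Lcn2 (2.01 against 2.16 to 3.65 CPM). These values were picked after they were seen, and no biological explanation was tested.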

How the results depend on the processing

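The number of called genes ran from 9960 to 11844 over the alternatives other than the fold threshold and the left-out samples, against 10622 as reported, and from 10104 to 11108 across the 10 fits that each left out one animal. Those 10 fits gave 5103 to 5842 genes higher and 4881 to 5395 lower. Adding an absolute log2 fold change of at least 1 left 5264 genes, 3048 higher and 2216 lower. Scaling to total counts, chosen after seeing the data, called 9179 genes higher and 2526 lower against 5564 and 5058. Without the mitochondrially encoded and the 10 most abundant genes, the same scaling called 8091 higher and 3120 lower. TMM factors were 0.827 to 0.848 in controls and 1.17 to 1.26 with puberulic acid, so total-count scaling raises nearly every log2 fold change by a similar amount. RLE factors gave 51.8% and upper-quartile scaling 57.8% of calls higher.

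Same-numbered samples are different animals, and their deviations from the group means had a mean correlation of -0.036 (from -0.172 to 0.039), against 0.0052 for other pairs. With the replicate block, 10325 genes were called, 10111 of them shared with the reported calls, and 10462 with the block and GC and length offsets together. For the gene lists, the paired sign-flip test over 5 pairs cannot go below 0.0625, so 0 of the 15 lists passed in place of 13, and 0 had an unadjusted p under 0.05. The profile test over the 16 splits that part all pairs gave the same pseudo-F of 30.18, at the smallest p of 0.0625.

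The whole-profile test was otherwise past its threshold in every alternative, with a pseudo-F of 24.7 to 36.0 across the 10 left-out fits, and 13 lists passed in each of those fits. The cholesterol synthesis list reversed to 0.04133 and the podocyte and endothelium list to 0.3162 with total-count scaling, and the latter ran from -0.3127 to 0.05867 across the left-out fits. For both lists the shift of the median gene by this scaling was of similar size; the other causes were not tested. Among the 17 named genes, 3 results were stronger (Sqle with total counts, with total counts without the abundant genes, and without control replicate 1), and no direction changed in any alternative. For lists, 2 were stronger (glycolysis with total counts and with the list median) and 13 were weaker, all in the paired test.

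Depth limits the genes that were silent in controls, whose increases are lower bounds. The joint fit of all 4 groups and every alternative of the comparisons that involve the supplement lots were not run, because those columns were not used here.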

Other observations

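In this part, the tests of abundant genes under total-count scaling, of a mixture in control replicate 1, of the interferon types, of uniform background and of neighbouring genes were chosen after their results, or values close to them, had been seen.

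Of the 16 splits of the 10 samples that part all same-numbered pairs, 1, the real one, gave as many called genes as the 10622 reported. The most in another was 340, in the split that exchanges the 2 animals numbered 1, and 1 further split gave 1 gene. The remaining 13 gave 0, with 68 to 2780 genes at an unadjusted p under 0.05. A further 84 splits, which part fewer pairs, all gave 0 called genes, with 45 to 5193 at an unadjusted p under 0.05. A share of the 16 splits cannot fall under 0.05, so on those splits alone the result cannot be told apart from a grouping by chance. Over all 100 splits drawn, 1, the real one, reached that number. Thinning all libraries to the smallest total left 10468 called genes, leaving out the mitochondrially encoded and the 10 most abundant genes left 10610, and offsets for GC content and length left 10763. Library size and GC or length bias therefore do not account for the number. Leaving out the abundant genes is no test of their effect, because TMM factors trim such genes already. Scaling to total counts, which does respond to them, called 11705 genes, 9179 higher and 2526 lower. With total counts and without those genes, 8091 of 11211 calls were higher, and the median log2 fold change fell from 0.56 to 0.40. That is 29.8% of its distance to the median with TMM factors, under the 50% set as the limit, so these few genes account for a minority of the difference between the scalings.

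Control replicate 1 differed from the other controls in a set of genes known to respond to interferon. At or above 4-fold over the mean of the other controls it had 91 genes, against 1 to 19 genes for each of controls 2 to 5 in the same comparison. The following genes were chosen after their values were seen. Iigp1 was at 2032 CPM in this animal and 8.53 ± 3.40 CPM (SD, n = 4) in the other controls and Tgtp1 at 1564 against 8.12 ± 3.23 CPM. In the puberulic acid group Iigp1 was at 47.5 ± 29.3 CPM (SD, n = 5). The median level of transcripts silent in the other controls was 0% of that in the puberulic acid group, which goes against a mixture or a swapped label, although across genes the deviation of this animal followed the puberulic acid change with a slope of 0.092. Immune cells in the tissue were tested with marker lists written beforehand. Lymphocyte markers were higher by 0.22 and myeloid markers by 0.381 on the log2(CPM + 1) scale. The limit had been set at 2-fold (log2 of 1). On this scale a doubling of every marker gives a rise under 1, and less still for markers this low. Rises under the limit therefore do not exclude more immune cells. The lymphocyte score of 0.87 lay above the other controls (0.50 to 0.76), and the myeloid score of 2.57 lay within their range (1.94 to 2.70). All 5 class II markers and all 12 type I interferon markers were higher in this control than in any other control. The class II rise of 3.10 exceeded the type I rise of 2.07 by 1.03, just past the limit of 1, but by 0.7 with a pseudocount of 0.1, and by 1.26 if Ciita, dropped from the list because it had been seen, is kept. Which interferon type it was cannot be told from this. The puberulic acid group carried much of the same signal. Its type I score was 4.82 ± 0.82 (SD, n = 5), against 4.61 in control replicate 1. Its class II score was 7.59 ± 0.69 (SD, n = 5), against 8.70 in control replicate 1. A candidate explanation is an immune or infectious event in this animal, unrelated to the treatment. No test for it was run. Leaving the animal out gave 10947 called genes.

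More genes appeared than disappeared with puberulic acid. At or under 3 counts in all controls and at 10 counts or more in all puberulic acid samples were 322 genes, and 6 showed the reverse. The 322 genes held 0.17% of the counts in that group. Effective depth was tested by thinning every library to the smallest TMM-scaled size, which left 223 genes appearing and 12 disappearing. Leaving out unnamed models left 184 genes appearing, with 143 different symbol stems, and 1 disappearing, Trdn, named here after its values were seen. Reads shared between paralogs were tested by leaving out every gene with another gene of its symbol stem above 3 counts in any sample. This left 40 genes appearing and 1 disappearing. The rest of the 184 have an expressed relative by symbol, so shared reads were not excluded for them, nor for paralogs with unrelated symbols. Strong uniform background would lift most silent genes, but 90.3% of the 36430 genes silent in controls stayed at or under 3 counts in every puberulic acid library. Only 30782 of the 55822 genes had any count, so many of these silent genes had none in any library. Genes that cannot be counted would stay there whatever the background, and a background of 3 counts or fewer would not be seen. In these tests depth does not account for the excess, and relatives of the same symbol stem do not account for all of it. A background that lifts most silent genes was not seen, but a weaker or less even one was not excluded. Of the 269 that could be placed in the gene order, 42 had another such gene among their 2 annotated neighbours, where 10000 random draws of control-silent genes gave a median of 4 and at most 20 (one-sided permutation p = 0.0001, the smallest these draws can give). Counting only neighbours of another symbol stem left 20, with a median of 2 and at most 18 in the draws. The draws came from control-silent genes, most of which stayed at or under 3 counts with puberulic acid. They were not matched for genes that can be counted, so the small p-value alone does not show that neighbours are switched on together. Among the genes that appeared were 5 of the 17 Sprr and 6 of the 21 Lce genes in the table, which had been noticed before the neighbour test. As a hypothesis, some of the genes that appear may be switched on as neighbourhoods, such as the cluster of skin barrier genes to which the Sprr and Lce families belong. Reads running past the end of an active neighbour, and reads shared within families, could give part of the same pattern and were not separated from it.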
